# RecBCD coordinates repair of two ends at a DNA double-strand break, preventing aberrant chromosome amplification

**DOI:** 10.1093/nar/gky463

**Published:** 2018-06-13

**Authors:** Martin A White, Benura Azeroglu, Manuel A Lopez-Vernaza, A M Mahedi Hasan, David R F Leach

## Abstract

DNA double-strand break (DSB) repair is critical for cell survival. A diverse range of organisms from bacteria to humans rely on homologous recombination for accurate DSB repair. This requires both coordinate action of the two ends of a DSB and stringent control of the resultant DNA replication to prevent unwarranted DNA amplification and aneuploidy. In *Escherichia coli*, RecBCD enzyme is responsible for the initial steps of homologous recombination. Previous work has revealed *recD* mutants to be nuclease defective but recombination proficient. Despite this proficiency, we show here that a *recD* null mutant is defective for the repair of a two-ended DSB and that this defect is associated with unregulated chromosome amplification and defective chromosome segregation. Our results demonstrate that RecBCD plays an important role in avoiding this amplification by coordinating the two recombining ends in a manner that prevents divergent replication forks progressing away from the DSB site.

## INTRODUCTION

Organisms as distantly related as humans and bacteria have evolved sophisticated mechanisms to ensure the stable inheritance of their genomes through successive generations. However, genome instability does occur and takes the form of mutations, chromosome rearrangements, and both gene and whole chromosome number variations (aneuploidy). Genome instability is an enabling characteristic of cancer (1) and a direct cause of several human syndromes (e.g. Down syndrome and Klinefelter syndrome). These have been attributed to aberrant DNA replication (e.g. (2)), homologous recombination (e.g. (3)) and chromosome segregation (e.g. (4)). Importantly, genome instability *per se* need not be detrimental as aneuploidy is found in human hepatocytes (5), aneuploidy and copy number variations are found in neurons (6), and mosaic aneuploidy contributes to adaptability in organisms such as *Leishmania* (7). Since recombination involves DNA synthesis and can lead to chromosomal amplification and duplication via recombination-dependent replication in prokaryotes and break-induced replication in eukaryotes (8–11), it is interesting to consider how segregation errors resulting in aneuploidy and copy number variation may arise from improper interactions between recombination and DNA replication.

The recombination and DNA replication systems of *Escherichia coli* can provide insight into how chromosomes are handled correctly to avoid segregation errors and how such errors can arise when chromosomes are handled incorrectly. *Escherichia coli* DNA replication is initiated at a unique origin (*oriC*) and proceeds bi-directionally around the circular chromosome until the two replication forks meet in the terminus region (12). The two replicated copies of the chromosome are then segregated accurately to the daughter cells. We have developed a system where we can induce a replication-dependent DNA double-strand break (DSB) in the *lacZ* gene approximately half way around the chromosome on the right replichore (13). The DSB is generated by SbcCD-mediated cleavage of a DNA hairpin formed by a long palindrome on one of the sister chromosomes during replication and is accurately repaired by homologous recombination using the un-cleaved sister chromosome as a template. The palindrome-induced DSB repair (DSBR) reaction is remarkably efficient, causing a fitness loss of only 0.6% per generation in fast-growing cells (14). DNA repair is absolutely dependent on the action of RecBCD and RecA mediated homologous recombination causing *recB* and *recA* mutants to die when subjected to palindrome-induced DSBs (13).

The heterotrimeric RecBCD complex is a highly rapid and processive DNA helicase-nuclease that generates ssDNA at broken DNA ends upon which it actively loads RecA (15), the enzyme that catalyses DNA sequence homology-dependent strand exchange. RecB and RecD are helicases with opposite polarity (RecB, 3′ to 5′; RecD, 5′ to 3′). In addition to its helicase activity, RecB also possesses nuclease activity. This activity requires an interaction with RecD and is modulated upon binding of RecC to a polar octomeric sequence (5′-GCTGGTGG) known as Chi (16,17). RecBC can form a complex in the absence of RecD *in vitro*. In comparison to RecBCD, RecBC has reduced processivity (18), lacks exonuclease activity (19) and constitutively loads RecA independently of Chi (20).

In this work, we have analysed the behaviour of a *recD* null mutant that is expected to repair DSBs using RecBC enzyme. Previous studies have revealed that *recD* mutants are recombination proficient and even have a hyper-recombination (hyper-rec) phenotype in some assays (21) despite being nuclease defective (22). However, here we show that *recD* mutants are repair deficient when subjected to two-ended palindrome induced DSBs. Furthermore, we show that cells lacking RecD are unable to coordinate the two ends of the DSB and this results in aberrant DNA replication and defective chromosome segregation.

## MATERIALS AND METHODS

A detailed description of materials and experimental methodology can be found in supplementary file 1. A brief summary is provided below.

### Bacterial strains and growth conditions

All bacteria used in this study were derived from the non-pathogenic *E. coli* K12 strain BW27784. Expression of SbcCD and I-SceI was repressed or induced by the addition of glucose or arabinose at the indicated concentration. P*_sfiA_-gfp* expression and total cellular DNA content were assayed by flow cytometry following 2 h of growth in the presence of arabinose/glucose. For all other experiments (except growth curve, Supplementary Figure S1 and cellular viability Figure 1A), cells were sampled following 1 h of growth in the presence of arabinose/glucose. All materials used in this study are listed in Supplementary Table S1.

**Figure 1.**
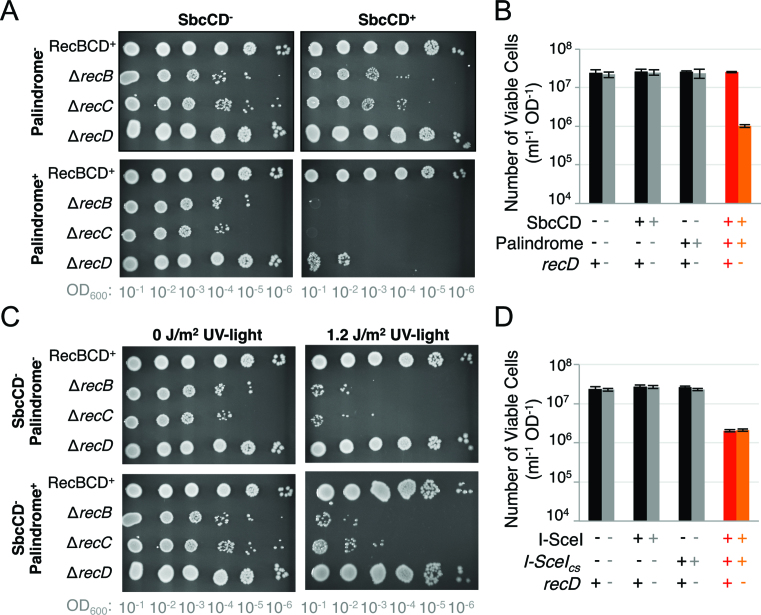
RecD is required for cells to survive certain forms of DNA damage. (**A**) Cultures of strains containing the DNA palindrome or not were serially diluted and grown overnight under either conditions where SbcCD was induced (SbcCD^+^), or repressed (SbcCD^−^). Colony formation at higher dilution (lower OD_600_) indicates increased cellular viability. (**B, D**) Quantitative assessment of the number of viable cells (the number of colony forming units per 1 ml of culture normalised to an optical density at 600 nm of 1) following 60 min of exponential growth with (B) SbcCD either expressed or not; (D) I-SceI either expressed or not. (**C**) Cultures of strains containing the DNA palindrome or not were serially diluted and grown overnight under either conditions where SbcCD was repressed following, or not, exposure to ultraviolet (UV)-light. Data for A) and C) are representative experiments; data for B) and D) are represented as mean ± S.E.M., *n* = 3. No difference in viability was detected between the *recD*^+^ I-SceI^+^*I-SceI_cs_^+^* and *recD*^−^ I-SceI^+^*I-SceI_cs_^+^* samples (two-sample *t* test, *P* = 0.68). See also Supplementary Figure S1.

### PFGE and Southern blotting

Genomic DNA (gDNA) in agarose plugs was digested with I-SceI and fragments separated using a CHEF-DR II PFGE (Biorad) machine at 6 V/cm for 10 h in 0.5× TBE buffer at 4°C. DNA was then transferred to a positively charged nylon membrane by Southern blotting and cross-linked to the membrane using UV-light. Chromosome fragments of interest were detected using ^32^P α-dATP incorporated radiolabeled DNA probes. Probes were hybridized to membranes overnight at 65°C in 10 ml of Church-Gilbert buffer (7% SDS, 0.5 M NaH_2_PO_4_, 1 mM EDTA, 1% BSA), then washed twice at 60°C, first for 15 min in a solution of 0.3 M NaCl, 0.03 M Na citrate and 0.1% SDS, and then for 30 min in a solution of 0.075 M NaCl, 0.0075 M sodium citrate and 0.1% SDS.

### 2D gel electrophoresis and Southern blotting

gDNA was isolated as described above for PFGE (‘plug’ method), except cells were concentrated to an OD_600_ of 100 in TEN buffer prior to mixing with a 0.8% low melting point agarose in TEN buffer solution. Prior to restriction digest, gDNA (in plugs) was washed six times in appropriate restriction buffer for 1 h at room temperature with agitation, prior to overnight digestion at 37°C in restriction buffer with 600 units of restriction enzyme. Digested DNA was loaded onto a 0.4% agarose gel in 1× TBE (89 mM Tris-borate, 2 mM EDTA) at 1 V/cm for 24 h at 4°C. Lanes containing the separated DNA were cut out, rotated 90° and cast in a new gel composed of 1% agarose in 1× TBE supplemented with 0.3 μg ml^−1^ ethidium bromide. This gel (the second dimension) was ran at 6 V/cm for 15 h in circulating 1x TBE buffer supplemented with 0.3 μg ml^−1^ ethidium bromide at 4°C. DNA was then transferred to a positively charged nylon membrane by Southern blotting and cross-linked to the membrane using UV-light. Chromosome fragments of interest were detected using ^32^P α-dATP incorporated radiolabeled DNA probes as described for PFGE. Data were analysed as described in supplementary file 1.

### Chromosome marker frequency analysis

gDNA was isolated from 20 ml cultures using a Wizard Genomic DNA Purification Kit following manufacturer's guidelines. Purified gDNA was treated with the supplied RNase for 50 min and rehydrated overnight in the supplied TE buffer at 4°C. Three units of the RNase blend Riboshredder was then added to further destroy contaminating RNA. Samples were then purified again by phenol/chloroform extraction and ethanol precipitation. Libraries were prepared from the gDNA by Edinburgh Genomics using an Illumina TruSeq DNA Sample Prep kit. Edinburgh Genomics subsequently obtained paired-end reads of the samples using an Illumina HiSeq 2000 platform. Two biological repeats of each strain were acquired. Data were analysed as described in supplementary file 1.

### RecA ChIP-seq

Cells were fixed by the addition of formaldehyde (final concentration 1%) for 10 min at 22.5°C to crosslink proteins to DNA. Crosslinking was quenched by the addition of 0.5 M glycine. Cells were then collected by centrifugation at 1500 × g for 7 min before washing three times in ice-cold 1× PBS and re-suspending in 250 μl of ChIP buffer (10 ml ChIP buffer consists of 200 mM Tris–HCl (pH 8.0), 600 mM NaCl, 4% Triton X and 1 cOmplete™ protease inhibitor cocktail EDTA-free tablet). Samples were then sonicated using a Diagenode Bioruptor^®^ at 30 s intervals for 10 min at high amplitude. After sonication, 350 μl of ChIP buffer was added to each sample and the samples gently mixed by pipetting. Immunoprecipitation was performed overnight at 4°C using 1/100 anti-RecA antibody (Abcam, ab63797). Immunoprecipitated samples were then incubated with Protein G Dynabeads^®^ for 2 h with rotation at room temperature. All samples were washed three times with 1× PBS + 0.02% Tween-20 before re- suspending the Protein G Dynabeads^®^ in 200 μl of TE buffer + 1% SDS. 100 μl of TE buffer + 1% SDS were added to the input samples and all samples were then incubated at 65°C for 10 h to reverse the formaldehyde cross-links. DNA was isolated using the MinElute PCR purification kit according to manufacturer's instructions. DNA was eluted in 100 μl of TE buffer using a two-step elution. Samples were stored at –20°C. Two biological repeats of each strain were acquired. Libraries of the immunoprecipitated DNA were made using NEBNext^®^ ChIP-Seq library preparation kit. Briefly, the samples were first subjected to end repair to fill in ssDNA overhangs, remove 3′ phosphates and phosphorylate the 5′ ends of DNA. Klenow exo- was used to adenylate the 3′ ends of the DNA and NEBNext DNA adaptors (provided in the NEBNext Multiplex Oligos for Illumina kit) were ligated using T4 DNA ligase. After each step, the DNA was purified using the Qiagen MinElute PCR purification kit according to the manufacturer's instructions. After adaptor ligation, the adaptor-modified DNA fragments were enriched by PCR using primers (provided in the NEBNext Multiplex Oligos for Illumina kit) corresponding to the beginning of each adaptor. Finally, agarose gel electrophoresis was used to size select adaptor-ligated DNA with an average size of approximately 300 bp. All samples were quantified on a Bioanalyzer (Agilent) before being sequenced on either an Illumina^®^ HiSeq 2500 (for DL4184, DL4201 and DL5699) or HiSeq 4000 (for DL6204) by Edinburgh Genomics. Data were analysed as described in supplementary file 1.

### Flow cytometry

To determine SOS induction from *P_sfiA_-gfp*, GFP fluorescence was measured using an Apogee A50 flow cytometer. Either two or three biological repeats of each strain and condition were acquired. Relative cellular DNA contents were measured in fixed cells by adding 1 ml of culture to 8 ml of 100% ethanol. Fixed cells were collected by centrifugation, washed twice in 1× PBS and re-suspended in 400 μl of 1× PBS. RNA was then degraded and DNA stained by the addition of 100 μl of a 1× PBS, 50 μg ml^−1^ propidium iodide, 500 μl ml^−1^ RNaseA solution. Propidium iodide fluorescence (a measure of DNA content) was measured using an Apogee A50 flow cytometer. Three biological repeats of each strain and condition were acquired.

### Microscopy

Cells were grown in M9 minimal growth media supplemented with 0.2% glycerol and 1 ng ml^−1^ anhydrotetracycline at 37°C. 10 μl of cell culture was mounted on a pad of 1% agarose.H_2_O, covered with #1.5 coverslip and imaged by widefield fluorescence microscopy at a resolution of 100 nm X, 100 nm Y, 200 nm Z using a Zeiss Axiovert 200 fluorescence microscope equipped with a 100× Objective NA1.4 phase objective with a 1.6× Optivar, Photometrics Evolve 512 EMCCD camera, Xenon light source and piezo stage. The microscope was controlled using Metamorph software. Acquired images were deconvolved using Autoquant X2 and visualized and processed using FIJI. Three biological repeats were acquired for each strain.

## RESULTS

### All three subunits of the RecBCD complex are required to survive cleavage of a DNA hairpin by SbcCD nuclease

In contrast to *recB* and *recC* mutants that are known to be defective in homologous recombination (e.g. (13)), *recD* mutants have been characterised as recombination proficient (or even hyper-rec) in P1 transduction, Hfr mating and *red gam* bacteriophage lambda crosses (21). It was therefore surprising that all three subunits of the RecBCD complex were required for cells to survive in the presence of an SbcCD-induced DSB (Figure 1A). In contrast to cultures of RecBCD^+^ cells, 1 h of SbcCD expression in cultures of Δ*recD* mutants harbouring a 246 bp interrupted DNA palindrome in the *lacZ* gene of the *E. coli* chromosome resulted in a 96% decrease in the number of viable cells (Figure 1B); after 2 h of SbcCD expression cell mass ceased to increase (Supplementary Figure S1). Consistent with published data on *recD* mutants, these Δ*recD* cells (unlike the Δ*recB and* Δ*recC* cells) were able to survive DNA damage induced by ultra-violet light (Figure 1C), indicating that the observed DNA repair defect is not a result of the Δ*recD* allele used in this study. Site-specific DSBs induced at the same *lacZ* locus by the homing endonuclease I-SceI resulted in an approximate 10-fold decrease in viability of both RecBCD^+^ and Δ*recD* cells (Figure 1D). The Δ*recD* cells were not found to be more sensitive to an I-SceI induced DSB than RecBCD^+^ cells (*P* = 0.68, two-sample *t*-test).

### DSB repair in the absence of RecD results in asymmetric cell divisions, defective chromosome segregation, increased cellular DNA content and strong induction of the DNA damage response

To test the physiological consequence of the RecBC-dependent DSB repair, we assessed cellular morphology and chromosome organization by wide-field fluorescence imaging of strains harbouring an array of *tetO* and an array of *lacO* sequences on either side of the palindrome integration site *lacZ* (23) and expressing TetR-YFP and LacI-CFP from a constitutive promoter integrated in the chromosome as well as HupA-mCherry (a non-sequence specific DNA binding protein) expressed from the native *hupA* locus (Figure 2A). In contrast to RecBCD^+^ cells, the DSB resulted in a large increase in the variability of cell size (Figure 2B), the number of visibly segregated *lacZ* loci (Figure 2C) and altered nucleoid morphology (Supplementary Figure S2). Cells also lacked the regular repeating pattern of twin YFP/CFP foci observed in controls (Figure 2A and Supplementary Figure S2) and often contained invaginations (division septa) that were clearly displaced from mid-cell (e.g. Figure 2A). Although complex and variable in nature, these cellular phenotypes are all consistent with defective chromosome segregation.

**Figure 2.**
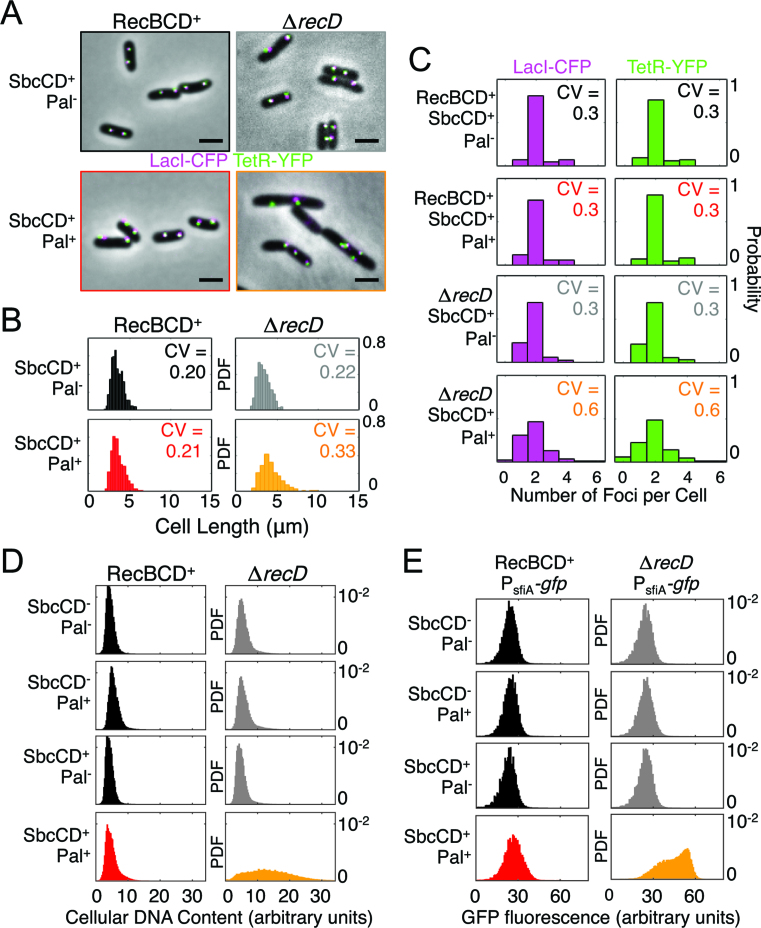
DSB repair in the absence of RecD results in altered cellular physiology. (**A**) Micrographs of RecBCD^+^ and Δ*recD* cells containing or not the DNA palindrome (Pal) following 60 min of SbcCD expression. Cells harboured an array of *tetO* and *lacO* sequences on either side of the palindrome integration site (*lacZ*) and expressed TetR-YFP (green) and LacI-CFP (magenta) from a constitutive promoter. Scale bar shows 5 μm. (**B**) Distribution of cell lengths and the coefficient of variation (CV). Data are for 3 biological repeats combined. (**C**) Histogram showing the distribution of number of detectable LacI-CFP and TetR-YFP foci per cell and the coefficient of variation (CV). Data are the cumulative data from 3 biological repeats. (**D**) Cellular DNA content of >100,000 cells was measured by flow cytometry following 2 hours of exponential growth with SbcCD expression either induced or repressed in cells containing the palindrome or not. Data is from a single representative experiment. (**E**) Expression of green fluorescence protein (GFP) from the DNA-damage inducible promoter P*_sfiA_* as measured by flow cytometry following two hours of exponential growth with SbcCD either expressed or not. At least 100 000 cells were measured for each sample. Data is from a single representative experiment. For (B–E), data are displayed as a probability distribution function (PDF) to normalize for differences in total number of analysed cells. See also Supplementary Figure S2.

DNA synthesis is an essential intermediate stage of DSBR. Total cellular DNA content was assayed by flow cytometry following fixation, RNase treatment and propidium iodide staining. Hairpin cleavage by SbcCD had no notable effect on cellular DNA content in RecBCD^+^ samples but resulted in a very broad distribution of DNA content in Δ*recD* cells, most of which possessed significantly more DNA than Δ*recD* cells that did not experience an induced DSB (Figure 2D).

A key intermediate in the DSB repair reaction, RecA protein bound to ssDNA, catalyses auto-cleavage of the transcriptional repressor LexA (24), resulting in the DNA damage response (known as the SOS response in *E. coli*). Induction of the SOS response can be detected using a reporter consisting of the green fluorescence protein gene placed under the SOS-inducible promoter P*_sfiA_* (25). To test if induction of a DSB induced the SOS response in the absence of RecD, we integrated a copy of this reporter into the *E. coli* chromosome and quantified cellular GFP fluorescence by flow cytometry. Consistent with a similar assay using a P*_sfiA_-gfp* reporter on a plasmid (14), cleavage of the hairpin by SbcCD in RecBCD^+^ cells resulted in a highly reproducible increase in GFP expression (Figure 2E). This DSB-dependent increase in cellular GFP accumulation was more dramatic, and possibly multi-modal, in the Δ*recD* background (Figure 2E).

### Broken DNA ends are recombinogenic in the absence of RecD

To test if a specific recombination intermediate accumulated in Δ*recD* cells subject to the DSB, we examined a 174 kb region flanking the DSB locus (*lacZ*) by pulsed-field gel electrophoresis (PFGE) and Southern blotting (Figure 3A). This large region of chromosomal DNA was selected due to the high processivity of RecBCD. In the presence of RecBCD, the DSB is repaired quickly and efficiently with no detectable alteration in DNA state at this level of resolution (Figure 3B, (13)). In contrast, in the absence of either RecB or RecC proteins, linear intact DNA was lost in response to the DSB and broken DNA accumulated as a range of sizes (Figure 3B, (13)). In the absence of RecD protein, cells subject to the DSB also accumulated broken DNA, but in a more discreet range of sizes, particularly with regards to the DSB end corresponding the *oriC* proximal side of the DSB locus (Figure 3B). In contrast to Δ*recB* and Δ*recC* mutants, a significant proportion of DNA isolated from Δ*recD* cells failed to exit the wells of the pulsed-field gels (Figure 3B), indicating the accumulation of branched DNA molecules.

**Figure 3.**
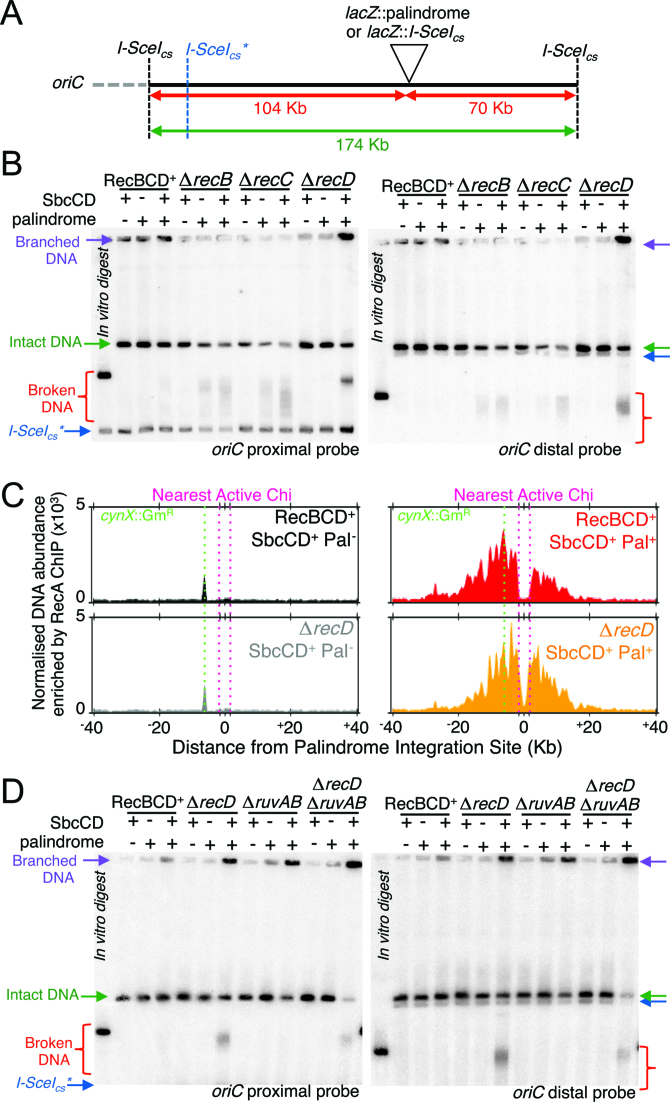
RecD is not required for recombination intermediate formation. (**A, B** and **D**) Analysis of the state of a 174 Kb DNA fragment containing the DSB locus (intact, broken or branched) by pulsed-field gel electrophoresis and Southern blot, probed for both sides of the DSB locus (proximal and distal to the origin of replication *oriC*) following induction of SbcCD expression for 60 min. DNA from a strain harbouring an I-SceI cleavage site in the locus in which the palindrome is integrated was digested with I-SceI *in vitro* to act as marker for broken DNA (‘*in vitro* digest’). *In vitro* digestion with I-SceI results in low frequency cleavage at an endogenous chromosomal site (I-SceI_cs_*). (**C**) Normalized enrichment of DNA in an 80 kb region containing the DSB locus following RecA chromatin immunoprecipitation (ChIP) in RecBCD+ and *recD* mutants with and without a palindrome at *lacZ*, following induction of SbcCD expression for 60 min. To account for variability in sequencing depth, data were normalized using a median of ratios scaling factor. The data was smoothed using a loess filter with a 2 kb window. All panels show results from single, representative experiments in which DNA replication proceeds from left to right. See also Supplementary Figure S3.

In order to recombine, RecA must be loaded onto the broken DNA ends. Chromosomal binding of RecA was assayed by RecA chromatin immunoprecipitation (ChIP) and whole genome sequencing. In the absence of hairpin cleavage by SbcCD, and irrespective of the presence or absence of RecD, DNA corresponding to a highly expressed gentamycin resistance cassette that was inserted into the *cynX* gene of the strains used in this study (13), was enriched following RecA ChIP (Figure 3C). RecA ChIP was previously shown to result in a general enrichment of highly expressed genes (26) and may be caused by true RecA binding, a bias in crosslinking efficiency (27), or some other unknown reason. In contrast, in response to hairpin cleavage by SbcCD, and again irrespective of the presence (28) or absence of RecD, RecA ChIP-seq revealed RecA binding to the DNA flanking both sides of the DSB locus (Figure 3C and Supplementary Figure S3) indicating that *recD* mutants are capable of loading RecA onto both ends of the DSB at the population level. Given that RecBC and the ATP binding mutant RecBCD^K177Q^ are approximately 10 times less processive than RecBCD *in vitro* (18,29,30), we were surprised that approximately ±20 kb of DNA from the palindrome was enriched for RecA binding in both RecBCD^+^ and Δ*recD* strains (Figure 3C). Unlike RecBCD^+^ cultures, RecA binding was detected between the palindrome and the nearest active Chi sites when RecA ChIP was performed on Δ*recD* cultures (Figure 3C), consistent with the ability of RecBC to load RecA in a Chi-independent manner. There was a close correlation between the peak of binding and the location of the nearest active Chi sequences for both the RecBCD^+^ and Δ*recD* samples (Figure 3C). However, in the case of the *recD* mutant this close correlation was coincidental as the peak of RecA enrichment was not influenced by the position of Chi. It is also noticeable that the amount of RecA bound to the two sides of the DSB is more equal in the Δ*recD* mutant than in the RecBCD+ cells. This may reflect a higher probability, in the presence of fully active RecBCD enzyme, of degrading the origin distal arm of the break all the way to the replication fork converting a two-ended break to a one-ended break. This binding of RecA to the chromosome in response to the induced DSB is sufficient to induce the DNA damage response (Figure 2E).

Following RecA-catalysed strand exchange, homologous recombination in *E. coli* results in the formation of branched 4-strand DNA structures known as Holliday junctions that are resolved by the Holliday junction resolvase complex RuvABC (31). If the cleaved chromosomes of Δ*recD* cells were proceeding to Holliday junction formation, then inactivation of RuvABC (*e.g*. by deletion of the *ruvAB* operon) would result in branched DNA that would fail to exit the wells of gels subject to PFGE (31). Consistent with previous reports and the accumulation of Holliday junctions, DNA isolated from Δ*ruvAB* cells subject to hairpin cleavage by SbcCD showed a reduction in intact, linear DNA and a concomitant increase in branched DNA species (Figure 3D). Compared to DNA isolated form Δ*recD* single mutant cells, there was a notable decrease in the relative amount of both linear intact DNA and broken DNA in DNA isolated form Δ*recD* Δ*ruvAB* cells, with a concomitant relative increase in the amount of branched DNA (Figure 3D). This indicates that in the absence of RecD, DSB ends are processed by homologous recombination and proceed at least to the stage of Holliday junction formation.

### DSB repair in the absence of RecD results in aberrant chromosome amplification

The Δ*recD* specific increase in total cellular DNA content following induction of the DSB (Figure 2D) could be caused by ongoing timely DNA replication initiation at *oriC* in the absence of cellular division and/or aberrant DNA replication initiation events. 

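Marker frequency analysis measures the relative copy number of each locus as the number of sequencing reads that cover it, so that loci replicated early in a growing culture are covered by more reads than loci replicated late. Genomic DNA of 10 *E. coli* K-12 cultures was used here. Exponentially growing RecBCD+ Pal+, RecBCD+ Pal−, Δ*recD* Pal+ and Δ*recD* Pal− cells, after 1 h of SbcCD expression in 0.2% arabinose, were each represented by 2 biological repeats, and 2 further cultures were RecBCD+ Pal− cells in stationary phase. Pal+ cells carry a 246 bp palindrome in *lacZ*, which SbcCD cleaves. The authors deposited, for each position of their reference, the read depth (coverage, with 0.1 at positions without reads) and the same depth as a fraction of its total, with the repeats kept separate. The paper's text does not name the aligner or the reference sequence, and refers to a supplementary file for the analysis. In repeats 1 and 2, the mean depth was 343 and 107 for RecBCD+ Pal+, 344 and 344 for RecBCD+ Pal−, 335 and 210.1 for Δ*recD* Pal+, 321 and 362 for Δ*recD* Pal−, and 622 and 573 for stationary phase. RecBCD+ Pal+ repeat 2 was thus the least deeply sequenced culture. A read is counted at every position it covers, so depth gives no count of independent reads and no counting interval is given here. Depth was divided by its mean over the chromosome and averaged in 10 kb or 1 kb bins, and values are given as the mean ± SD of 2 cultures. For a log2 ratio of Pal+ to Pal− cells, the SD is the square root of the summed variances of the 2 groups. A permutation test of 2 cultures against 2 cannot give an exact p below 0.33, so single values were not tested. The 463 bins of 10 kb were tested together with limma on log2 relative abundance, with Benjamini-Hochberg adjustment.

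No genome or annotation was used here, so loci were placed on the files' own coordinates from the coverage and from the distances drawn in Figure 4. The longest stretch that lacked coverage in every Δ*recD* culture and in no RecBCD+ culture, from 2943114 to 2944926, was taken as the *recD* deletion. Its depth relative to the 10 kb on each side was between 0.0019 and 0.00505 in the 4 Δ*recD* cultures and between 0.998 and 1.14 in the 6 RecBCD+ cultures. The sharpest local drop of Pal+ relative to Pal− depth, at 362651 to 362700, was taken as the palindrome site. The figure's distances place *dif* at 1585 kb and *terB* at 1620 kb. The position of *oriC*, 3901 kb, was set exactly opposite *dif* on the circle. The paper places them only approximately opposite, so distances to *oriC* are approximate. Matching the coverage shape of *rrnH* (219001 to 225500) along the chromosome gave 7 *rrn* copies, all oriented away from *oriC*. The first copy met beyond *rrnH* on the way from *lacZ* to *oriC*, at 4195940 to 4202439, was taken as *rrnE*. The *rrnE* line of Figure 4C falls at 4088 kb on these coordinates, 111 kb from that copy and on none of the 7. The *terB* line was read from the same panel, so the position taken for *terB* may be off by a similar distance.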

The DNA replication profile was assayed by marker frequency analysis (MFA) of DNA extracted from asynchronous, exponentially growing cultures of cells. In the absence of hairpin cleavage by SbcCD, and irrespective of the presence or absence of RecD, relative copy number peaked close to the single origin of replication *oriC* and decayed on either side before reaching a minimum close to a sequence known as *dif* that sits approximately half way along the circular chromosome from *oriC* (Figure 4A, B). This observation is consistent with bi-directional replication originating at *oriC* and holds true for DNA extracted from RecBCD^+^ cells undergoing hairpin cleavage by SbcCD (28), Figure 4B. In contrast, DNA extracted from Δ*recD* cells undergoing hairpin cleavage by SbcCD showed a maximal peak that maps close to the DSB locus (Figure 4B).

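In RecBCD+ Pal− cells, relative abundance averaged over 5 adjacent 10 kb bins was highest in the bin centred at 3825 kb in both repeats, 76.0 kb from *oriC*, and lowest at 1635 kb, 50.0 kb from *dif*. The mean abundance at the minimum was 0.493 ± 0.0022 (SD, n = 2 cultures) times the chromosomal mean. The peak of Δ*recD* Pal− cells lay at 3695 and 3705 kb in repeats 1 and 2, 206 and 196 kb from *oriC*, and the minimum at 1645 and 1685 kb, 60.0 and 100.0 kb from *dif*. The log2 ratio of the 100 kb around *oriC* to the 100 kb around *dif* was 1.59 ± 0.0039 (SD, n = 2) in RecBCD+ Pal− cells and 1.21 ± 0.086 (SD, n = 2) in Δ*recD* Pal− cells. The difference between the strains exceeded the spread of the repeats. In stationary phase, the same ratio in RecBCD+ Pal− cells was 0.0080 in repeat 1 and 0.20 in repeat 2. Dividing the exponential profiles by the mean stationary profile moved the ratio most among the alternatives set in advance, to 1.49 in RecBCD+ Pal− and 1.11 in Δ*recD* Pal− cells.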

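Relative abundance in RecBCD+ Pal+ cells peaked at 3825 kb in repeat 1 and at 3865 kb in repeat 2, 76.0 and 36.0 kb from *oriC*. The minimum was at 1635 kb in repeat 1, 50.0 kb from *dif*. In repeat 2, the culture with a mean depth of 107, it was at 1215 kb, and without the running mean over 5 bins it was at 1635 kb in that culture too. Its peak was also less stable, at 3605 kb without the running mean and at 3525 kb with medians over positions. For *oriC* to *dif*, the log2 ratio was 1.63 ± 0.027 (SD, n = 2) in RecBCD+ Pal+ cells against 1.59 ± 0.0039 (SD, n = 2) in RecBCD+ Pal− cells. The log2 ratio of the 100 kb around *lacZ* to the 100 kb around *oriC* was −0.94 ± 0.029 (SD, n = 2) with the palindrome and −0.67 ± 0.014 (SD, n = 2) without it, a difference larger than the spread of the repeats.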

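Relative abundance in Δ*recD* Pal+ cells peaked at 465 kb in repeat 1 and at 565 kb in repeat 2, 102 and 202 kb from the palindrome on its origin-distal side and 1195 and 1295 kb from *oriC*. Peak abundance was 1.82 times the chromosomal mean in repeat 1 and 1.52 times in repeat 2. In repeat 1, the peak stayed between 465 and 565 kb under every alternative tried. In repeat 2, it moved to 3725 kb without the running mean and to 3785 kb after division by the stationary profile. The *lacZ* to *oriC* log2 ratio was 0.11 in repeat 1 and −0.13 in repeat 2 of Δ*recD* Pal+ cells, compared with −0.55 and −0.39 in the repeats of Δ*recD* Pal− cells, and the *oriC* to *dif* log2 ratio fell from 1.21 ± 0.086 (SD, n = 2) to 0.83 ± 0.027 (SD, n = 2). Both differences were larger than the spread of the repeats.

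**Figure D1:**
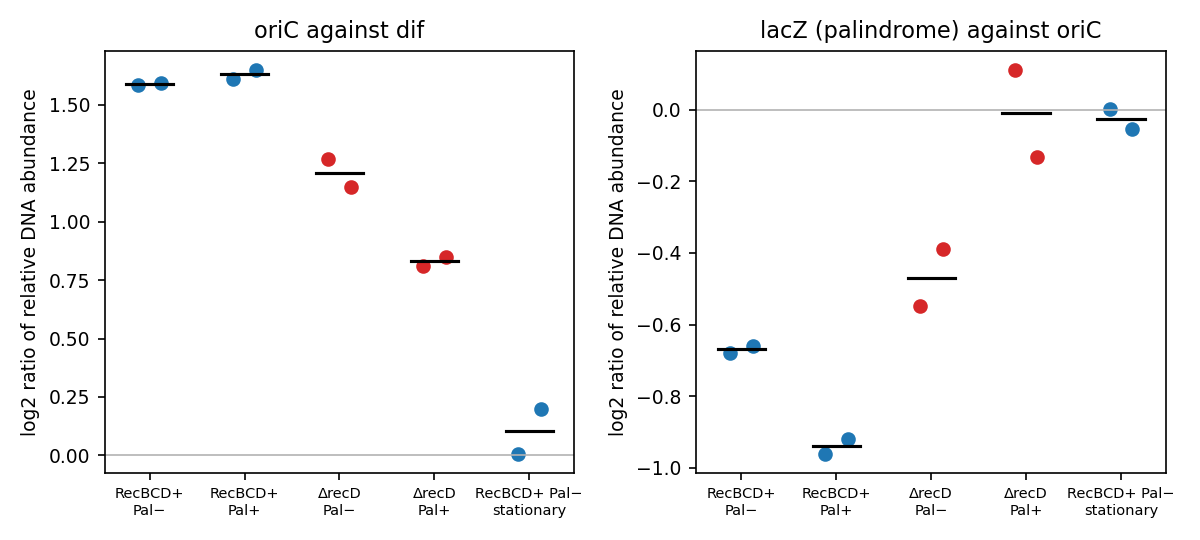
Log2 ratios of relative DNA abundance between 100 kb windows at *oriC* and *dif* (left) and at *lacZ* and *oriC* (right). Each point is 1 culture, the left point of a pair being repeat 1, and horizontal lines are means of 2 cultures; blue marks RecBCD+ and red Δ*recD* cells. The *lacZ* to *oriC* ratio of Δ*recD* Pal+ cells, 0.11 and −0.13, lies above that of all other exponential cultures.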

**Figure 4.**
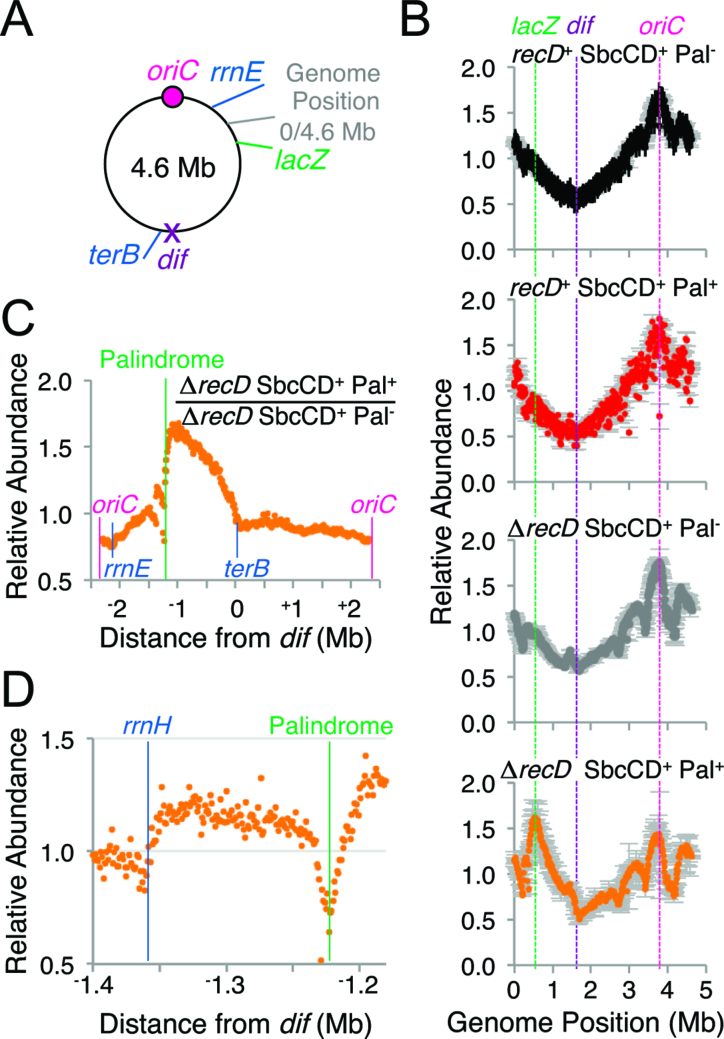
In the absence of RecD, cleavage of the palindrome by SbcCD results in an ectopic origin of chromosomal DNA replication. (**A**) Diagram of the single, circular 4.6 Mb *E. coli* chromosome with relative positions of loci of interest (*oriC, rrnE, lacZ, dif, terB* and the classically defined genomic position 0). (**B**) Marker Frequency Analysis of DNA isolated from *recD*^+^ and Δ*recD* cells containing or not the palindrome (Pal) following 1 h of exponential growth with induced SbcCD expression. Data are the mean of two biological repeats, error bars show the range. Data was averaged using a 10 kb window. (**C** and **D**) DSB-dependent change in relative DNA abundance isolated from Δ*recD* cells. Data values for Δ*recD* SbcCD^+^ Pal^−^ and Δ*recD* SbcCD^+^ Pal^+^ are the average of two biological repeats normalized by the total number of mapped reads. Data was averaged using either a 10 kb window (C), or a 1 kb window (D).

This DSB-dependent alteration in relative DNA abundance is most clearly visualised by normalising the results obtained for cultures subject to the DSB by the results obtained for an isogenic strain not subject to the DSB (Figure 4C). This analysis showed a DSB-dependent increase in DNA that extends on one side from the palindrome to a sequence known as *terB* in the chromosome terminus and on the other side from the palindrome to the *rrnE* operon, with a dip observed at the *rrnH* operon (Figure 4D). *terB* belongs to family of DNA sequences in the *E. coli* genome that bind Tus protein and blocks DNA replication in a polar manner (12). *rrnH* and *rrnE* are two of the seven heavily transcribed *E. coli* ribosomal RNA operons that are all transcribed in the same direction as DNA replication originating from *oriC*. These results are consistent with a DSB-dependent initiation of replication in Δ*recD* cells that can extend from one side of the break before being blocked by *terB* and on the other side of the break before being blocked first by *rrnH* and subsequently by *rrnE*. This DSB-dependent amplification was not observed in cultures of RecBCD^+^ cells (Figure 4B, Supplementary Figure S4, (28)).

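The log2 ratio of relative abundance in Pal+ over Pal− cells was computed for each of the 463 bins of 10 kb. In Δ*recD* cells, 309 bins differed at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), 121 being higher and 188 lower in Pal+ cells. With the biological repeat number as a block, 293 bins differed, 119 higher and 174 lower. The pairing is taken from the sample labels. Across bins, which are not independent, the deviations of same-numbered Δ*recD* Pal+ and Pal− cultures from their group means had a correlation of 0.44, and those of RecBCD+ cultures −0.044. Centring each culture on its median bin moved the count most among the alternatives set in advance that kept 10 kb bins, to 360. Of these, 109 were higher and 251 lower, so the balance of directions depends on the scaling. The 3 largest increases past the threshold with the same direction in both same-numbered pairs were at 540001 to 550000, 500001 to 510000 and 610001 to 620000, each with a log2 ratio of 0.73 (standard errors 0.10, 0.080 and 0.13). In these bins, the ratio was 0.92, 0.85 and 0.97 for repeats 1 and 0.54, 0.61 and 0.49 for repeats 2. The 3 largest decreases were at 4060001 to 4070000, 4110001 to 4120000 and 4080001 to 4090000, with log2 ratios of −0.43, −0.42 and −0.41 (standard errors 0.071, 0.050 and 0.091). At *oriC*, the log2 ratio was −0.32 (standard error 0.053, limma adjusted p = 0.0025). Because each profile is scaled to its own total, an increase in one region lowers the relative abundance of the others.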

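Mean log2 ratios of Pal+ over Pal− Δ*recD* cells were taken over 5 regions of the chromosome, each with its SD from 2 cultures per strain. From *lacZ* to *terB* (1257 kb), the mean was 0.47 ± 0.091, and from *rrnH* to *lacZ* (140.4 kb) it was 0.15 ± 0.032. From *rrnE* to *rrnH* (654 kb) it was −0.11 ± 0.020, from *oriC* to *rrnE* (298 kb) −0.35 ± 0.14 and from *terB* through the left replichore to *oriC* (2281 kb) −0.18 ± 0.070. Thus the ratio between *rrnE* and *rrnH* exceeded that between *oriC* and *rrnE* by more than either SD, and both were below 0 on the log2 scale. When profiles were scaled to the *terB* to *oriC* region in place of the total, the log2 ratio was 0.083 from *rrnE* to *rrnH*, 0.34 from *rrnH* to *lacZ* and 0.66 from *lacZ* to *terB*. With repeats paired by their number (the replicate block), the mean from *lacZ* to *terB* was 0.47, and it was above 0 in all 4 combinations of a Pal+ and a Pal− culture (0.40 to 0.54).

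Moving from the palindrome towards the terminus, the mean log2 ratio averaged over 5 bins fell below 0 at 1600 kb, with values from 1570 to 1670 kb for the 4 combinations of cultures. The 50 kb before *terB* exceeded the 50 kb beyond it by 0.087 ± 0.083 on the log2 scale, a step close to the spread in size. It was above 0 in all 4 combinations (0.012 to 0.16), and its SD with repeats paired by number was 0.053. In RecBCD+ cells, the step at *terB* was 0.030 ± 0.029 and also above 0 in all 4 combinations (0.0015 to 0.059). Its sign alone therefore does not set Δ*recD* cells apart. The position taken for *terB* may be off by more than these 50 kb windows, so the step cannot decide whether replication is blocked there. Towards *oriC*, the mean ratio of Δ*recD* cells fell below 0 at 220.0 kb, at *rrnH*, but the position varied between the 4 combinations. Both with Δ*recD* Pal− repeat 1 gave 230.0 kb, and those with repeat 2 gave 0 and 60.0 kb, beyond *rrnH*. The 20 kb on the *lacZ* side of *rrnH* exceeded the 20 kb on the *oriC* side by 0.20 ± 0.17 (0.036 to 0.36 for the 4 combinations). The SD of this step with repeats paired by number was 0.059. In the 5 kb on each side of the middle of *rrnH*, the log2 ratio relative to that 20 to 40 kb away was −0.24 ± 0.15, with a paired SD of 0.21. This dip was below 0 in all 4 combinations (−0.39 to −0.094). The 50 kb on the *lacZ* side of *rrnE* differed from the 50 kb on its *oriC* side by 0.0041 ± 0.14, within the spread. At the *rrnE* line of Figure 4C, an alternative chosen after the data were examined, the step was 8.1e-04 ± 0.053 and the mean from there to *rrnH* was −0.14 ± 0.037.

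**Figure D2:**
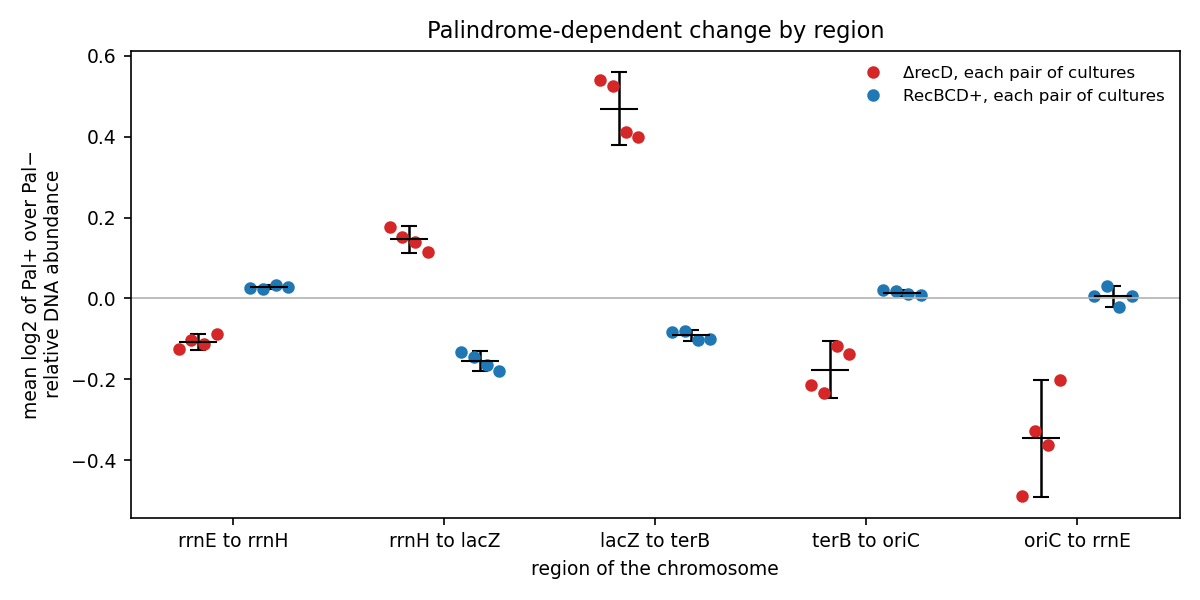
Mean log2 ratio of relative DNA abundance in Pal+ over Pal− cells in 5 regions of the chromosome. Each point is 1 combination of a Pal+ and a Pal− culture, and bars show the mean ± SD from 2 cultures per strain; red marks Δ*recD* and blue RecBCD+ cells. From *lacZ* to *terB* all 4 Δ*recD* points lie between 0.40 and 0.54, and all 4 RecBCD+ points between −0.10 and −0.080.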

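The edges of the increase in Δ*recD* cells were fitted on each side of the palindrome, with models chosen after the data were examined. On the origin-distal side, the log2 ratio of Pal+ over Pal− cells was fitted with a straight decline (slope −0.76 per Mb) and then a plateau. The decline ended at 1820 kb, beyond the position taken for *terB*, with ends from 1790 to 1885 kb for the 4 combinations of cultures. In 50 simulated profiles of that shape, with noise independent between bins, the same fit placed the end with a median error of 12.4 kb. The largest error was 56.1 kb. Deviations shared by neighbouring bins were not simulated, so the error in these data may be larger. On the origin-proximal side, a single change of level within 40 kb of *rrnH* was fitted at 233 kb (230.0 to 236 kb), where the log2 ratio rose by 0.28 towards *lacZ*. In RecBCD+ cells, the same fit gave 231 kb (231 to 233 kb) with a change of −0.17 towards *lacZ*. The position alone therefore does not set Δ*recD* cells apart. Between *oriC* and *rrnH*, the lowest mean ratio was at 4075 kb, and for the 4 combinations it was between 4065 and 4165 kb. From the extent of the increase, the paper proposes that the break initiates replication in Δ*recD* cells, which is blocked by *terB* on one side and by *rrnH* and then *rrnE* on the other. For replication towards *oriC*, the paper also draws on gel analysis and RecA ChIP, which were not examined here.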

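Between RecBCD+ Pal+ and Pal− cells, 0 of the 463 bins of 10 kb differed at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), and 82 did at an unadjusted p under 0.05. With the biological repeat number as a block, 0 bins differed and 63 did so without adjustment. The mean log2 ratio of Pal+ over Pal− cells was −0.091 ± 0.014 from *lacZ* to *terB*, −0.16 ± 0.025 from *rrnH* to *lacZ*, 0.028 ± 0.0046 from *rrnE* to *rrnH*, 0.014 ± 0.0077 from *terB* through the left replichore to *oriC* and 0.0055 ± 0.026 from *oriC* to *rrnE* (SD from 2 cultures per strain). In the regions on each side of *lacZ*, the ratio was below 0 in all 4 combinations of cultures, opposite to Δ*recD* cells. The step at *rrnH* was also opposite, −0.19 ± 0.11 against 0.20 ± 0.17. With the stationary difference removed, an alternative chosen after the data were examined, it was −0.0062 ± 0.026 in RecBCD+ and 0.22 ± 0.051 in Δ*recD* cells, so the opposite step in RecBCD+ cells depends on the processing. The difference between the 2 backgrounds was tested as an interaction of *recD* and the palindrome in the limma fit of the 8 exponential cultures. It passed an adjusted p of 0.05 in 287 bins, 120 with a higher and 167 with a lower ratio in Δ*recD* cells, and in 267 bins with the repeat number as a block. In the 3 bins with the largest increase in Δ*recD* cells, the log2 ratio in RecBCD+ cells was −0.050, −0.12 and 0.023, and the interaction was 0.78, 0.85 and 0.71 (adjusted p = 0.0055, 0.0020 and 0.017). In the 3 bins with the largest decrease, the ratio in RecBCD+ cells was −0.022, 0.010 and −0.099. The interaction there was −0.40, −0.43 and −0.31 (adjusted p = 0.014, 0.0038 and 0.074), so the last bin did not pass.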

DNA replication intermediates can be isolated by 2D gel electrophoresis and the direction of replication determined by integration of an appropriately oriented ectopic *terB* sequence (Figure 5A) (28). 2D gel analysis of a 7.7 kb DNA fragment containing the DSB locus showed a DSB-dependent increase in DNA replication intermediates in RecBCD^+^ cells (Figure 5B). Integration of an ectopic *terB* sequence (oriented to block DNA replication proceeding towards the origin of replication, *oriC*) into this fragment (*lacI*::*terB*, Figure 5A) resulted in accumulation of a specific DNA replication intermediate that was dependent on the presence of a palindrome at *lacZ* (Figure 5C). This indicates that in the presence of RecBCD, cells that have been subject to hairpin cleavage by SbcCD can initiate DNA replication with the origin distal end of the DSB and that this replication can elongate towards *oriC*. 2D gel electrophoresis of DNA isolated from strains with an ectopic *terB* sequence integrated 55 KB upstream of the DSB locus (towards *oriC, ykgP*::*terB*::*eaeH*, Figure 5D) indicated that in a fraction of RecBCD^+^ cells, this replication can elongate at least 55 KB from the DSB site (Figure 5E). Consistent with MFA analysis (Figure 4C), this blocked DNA replication species was substantially more abundant in DNA isolated from Δ*recD* cells subject to the DSB than DNA isolated from RecBCD^+^ cells subject to the DSB (Figure 5E). RecA ChIP of DNA isolated from Δ*recD* cells subject to hairpin cleavage by SbcCD showed a peak of enrichment, *oriC*-distal to the *rrnH* locus that was not observed in RecBCD^+^ cells or Δ*recD* cells not subject to hairpin cleavage by SbcCD (Figure 5F), suggesting that DNA replication forks moving from the palindrome towards *oriC* are blocked at *rrnH* and processed by homologous recombination. Finally, replication intermediates were also detected at *ykgP*::*terB*::*eaeH* progressing towards *oriC* in response to I-SceI induced DSBs (Figure 5G). In contrast to SbcCD-mediated DSBs, this replication was easily detected in DNA isolated from RecBCD^+^ cells and only mildly increased by the absence of RecD. The percentage of radiolabelled probe detected at stalled fork was 2.9 ± 0.1% in DNA extracted from RecBCD^+^ cells compared to 4.3 ± 1.1% in DNA extracted from Δ*recD* cells (*n* = 3, ± standard error of the mean).

**Figure 5.**
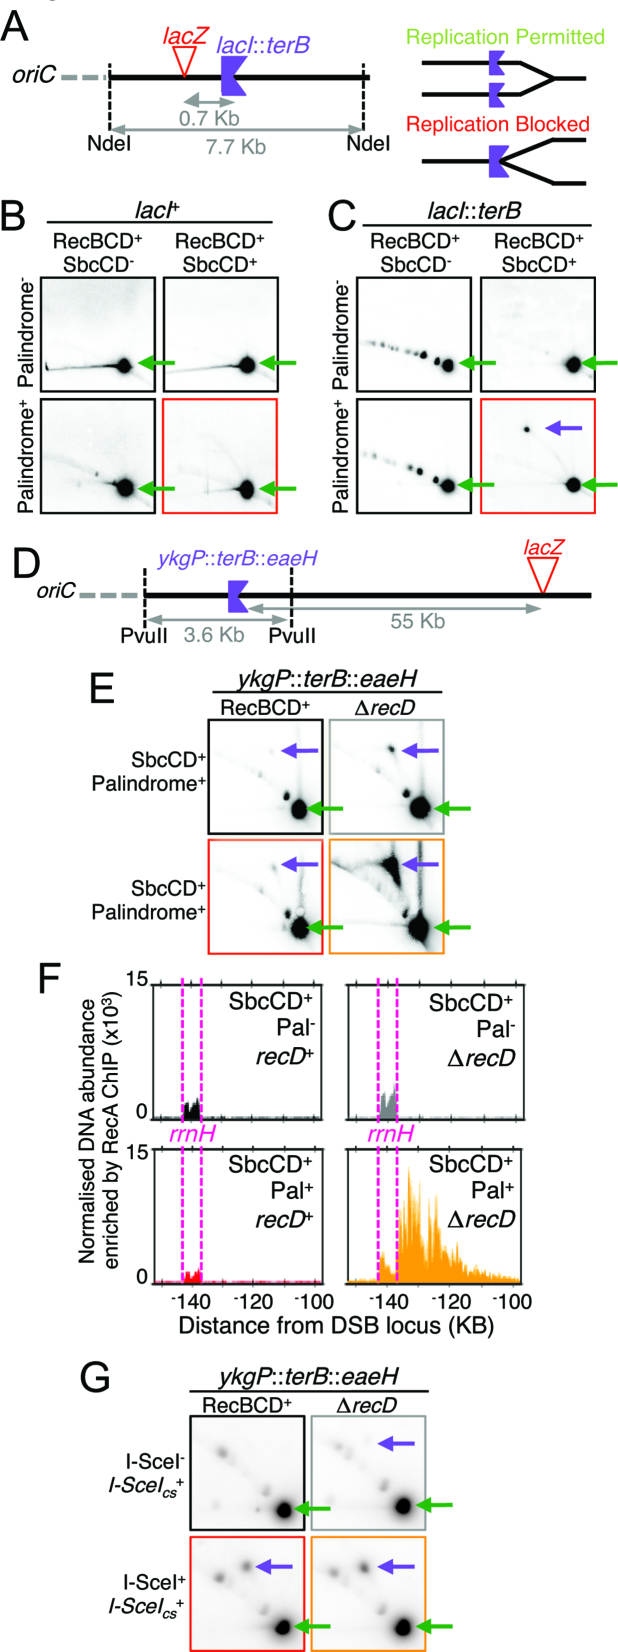
DNA synthesis progressing towards the origin of replication is detected following induction of a DNA double-strand break. (**A**) Diagram showing the location and orientation of *lacI*::*terB*. (**B**) and (**C**) analysis of DNA structure within a 7 Kb fragment containing the palindrome integration site and either an ectopic *terB* sequence (*lacI*::*terB*) oriented to block DNA replication proceeding towards *oriC* (C) or not (B) by 2D gel electrophoresis in RecBCD^+^ cells containing or not the palindrome in *lacZ* following 1h of growth with induced SbcCD expression. (**D**) Diagram showing the location and orientation of *ykgP*::*terB*::*eaeH*. (**E** and **G**) Analysis of DNA structure by 2D gel electrophoresis of a chromosome fragment located 55 Kb *oriC* proximal to *lacZ* and containing an ectopic *terB* site (*ykgP*::*terB*::*eaeH*) that blocks DNA replication proceeding towards *oriC*. (E) DNA isolated from RecBCD^+^ and Δ*recD* cells containing the palindrome in *lacZ* following 1h of growth with SbcCD either expressed (SbcCD^+^) or repressed (SbcCD^−^). (G) DNA isolated from RecBCD^+^ and Δ*recD* cells containing an I-SceI cleavage site (I-SceI_cs_^+^) in *lacZ* following 1h of growth with I-SceI expression either induced (I-SceI^+^) or not (I-SceI^−^). Green arrows indicate the location were linear DNA fragments migrate. Purple arrows indicate the location were branched DNA molecules blocked at *terB* migrate. (**F**) Normalised enrichment of DNA in a 50 kb region containing the *rrnH* locus following RecA chromatin immunoprecipitation (ChIP). Data were both normalized using a median of ratios scaling factor and smoothed using a 1 kb loess filter. Data for all panels is representative from one biological repeat.

## DISCUSSION

Coordination between the two ends of DNA double-strand breaks (DSBs) is critical for their accurate repair. The two ends must invade an appropriate single region of DNA homology. Furthermore, a processive DNA replication fork must not be set up at one end that moves past the location of the other end before it has also been synapsed. Invasion of the second end after the passage of the first replication fork can result in two outwardly facing, divergent forks with the potential to over-replicate part, or all, of the chromosome. In eukaryotic cells, resection of the DNA at the site of a DSB occurs mainly on the 5′ DNA strand leaving the 3′ end close to the site of the break. It seems that coordination of the two ends may involve limited DNA synthesis from the first invading end to extend the D-loop, followed by second-end capture. Second-end capture prevents break-induced replication and promotes gene conversion through the operation of a recombination execution checkpoint that senses the proximity and orientation of the two recombining ends (32). The situation in *E. coli* is different as both the 3′ and 5′ ended DNA strands at the DSB are unwound (and under some conditions degraded) until a Chi site is recognised whereupon a cleaved 3′ ended strand binds RecA and initiates strand invasion and synapsis with the homologous template (16). Given that appropriately oriented Chi sites are likely to be separated from each other by many thousands of base pairs and each recombining end is understood to set up a processive replication fork to restore any missing DNA, it is remarkable that the two ends are well coordinated. How this coordination is achieved is unknown, but we show here that it is deregulated in a *recD* mutant implying that fully functional RecBCD enzyme is required for good coordination of ends. It is interesting to note, given the appearance that prokaryotic and eukaryotic systems might operate differently, that *mec1* (and *mec1 tel1*) mutants of *Saccharomyces cerevisiae*, that are defective for the DNA damage checkpoint, frequently become disomic for chromosome VIII in a reaction suppressed by overexpression of the *DNA2* gene encoding an exonuclease/helicase implicated in end resection during recombination (33). The similarities of the roles of RecBCD and DNA2 in end resection and their proposed roles in limiting over-replication leading to aneuploidy are intriguing.

### *recD* mutants repair and re-cleave DNA at the site of a DNA palindrome

From a genetic perspective a *recD* null mutant is defective for the repair of palindrome-induced DSBs (Figure 1). This is surprising given the observation that in all other assays performed to date *recD* mutants have been found to be recombination proficient (21). However, when we analysed the behaviour of this mutant on pulsed field gels, we observed that the situation was more complicated. DNA fragments, un-cleaved DNA and branched molecules all accumulated in a *recD* mutant, following formation of a palindrome-induced break (Figure 3A). Fragments corresponding to palindrome cleavage could readily be detected as sharp bands by Southern blotting and these accumulated at 60 minutes of SbcCD induction. This was different from the situation observed for a *recB* mutant, where the cleaved DNA fragments were further degraded (presumably by one or more of the numerous nucleases in *E. coli* cells) between 30 and 60 min of induction creating a notably smeared band (13). This, coupled with the observation of little or no loss of the intact un-cleaved fragment and an accumulation of hybridising material in the wells of the gel suggested that repair and re-cleavage were ongoing in the *recD* mutant (Figure 6). That repair is indeed ongoing in the absence of RecD was confirmed by observing a loss of cleaved products and un-cleaved DNA, accompanied by an accumulation of branched molecules in a *recD ruvAB* mutant undergoing DSBR (Figure 3D). This repair and re-cleavage leads to RecA binding to DNA ends (Figure 3C), a stronger SOS response (Figure 2E) and an accumulation of extra DNA per cell that is readily detected by flow cytometry (Figure 2D).

**Figure 6.**
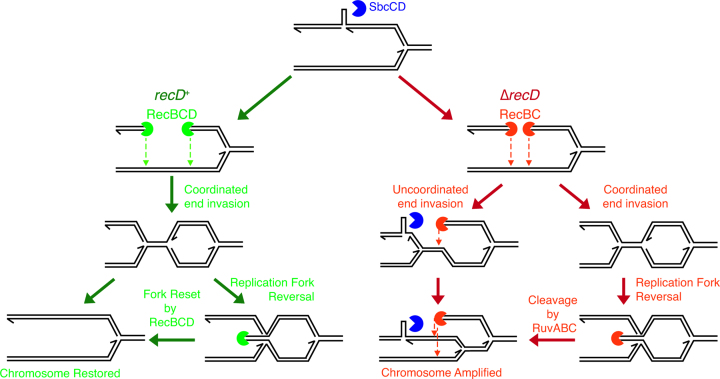
Model for RecBCD-mediated control of DSB-induced DNA synthesis. In the presence of RecBCD, the two ends at the site of a DSB undergo coordinated invasion of the sister chromosome to generate two convergent replication forks that are responsible for the replacement of genetic information lost during end processing. If one of the convergent forks is established before the other and causes the second fork to be reversed, the extruded double-strand end is readily degraded by RecBCD to restore a replication fork. By contrast in the absence of RecD, RecBC either catalyses uncoordinated end invasion or, if end invasion is coordinated, cannot deal with the subsequent fork reversal of one of the convergent forks. Cleavage by RuvABC of the Holliday junction caused by fork reversal that restores one of the ends converting coordinated end invasion to uncoordinated end invasion. In either scenario of uncoordinated end invasion in the absence of RecD, the palindrome is re-cleaved, the chromosome is amplified and viability is lost.

The reason that *recD* mutants re-cleave their chromosomes at the site of a palindrome, whereas *recBCD*^+^ cells do not, is unknown. However, it should be noted that uncoordinated repair is predicted to allow repair forks to pass though the palindrome in one (or other) direction as is the case for normal replication forks that lead to hairpin cleavage by SbcCD. This raises the hypothesis that the lack of palindrome re-cleavage in *recBCD*^+^ cells reflects some aspect of the coordination of DNA ends.

### Aberrant DNA replication is detected in a *recD* mutant undergoing DSBR

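The log2 ratio of Pal+ over Pal− relative abundance in Δ*recD* cells was above 0 on both sides of the palindrome in all 4 combinations of a Pal+ and a Pal− culture, from 0.40 to 0.54 between *lacZ* and *terB* and from 0.11 to 0.18 between *rrnH* and *lacZ*. At the palindrome itself the ratio dipped. In the 5 kb on each side of it, the mean was lower than in the flanks 20 to 40 kb away by a log2 difference of −0.65 ± 0.035 (SD from 2 cultures per strain), compared with −0.038 ± 0.050 in RecBCD+ cells. With the stationary difference removed, an alternative chosen after the data were examined, the dip was −0.66 ± 0.12 in Δ*recD* and −0.16 ± 0.014 in RecBCD+ cells. In the 10 kb bin that holds the palindrome, the log2 ratio was then −0.35 in Δ*recD* and −0.37 in RecBCD+ cells (limma adjusted p = 2.4e-04 and 0.0047). The absence of a dip in RecBCD+ cells thus depends on the processing. The palindrome site was itself placed by a local drop of depth in Pal+ cells, although over a stretch of only 50 bp.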

MFA of DNA undergoing palindrome-induced DSBR has revealed an accumulation of DNA sequence on both sides of the DSB in a *recD* mutant strain consistent with aberrant replication (Figure 4C). Aberrant replication is confirmed by 2-D gel analysis of chromosomes containing an ectopic *terB* site, providing evidence of DNA replication forks progressing towards the origin of replication at a site 55 Kb origin-proximal of the DSBR event (Figure 5C) that lead to DNA double-strand end formation and RecA binding adjacent to the *rrnH* operon (Figure 5D). It is interesting to note that the accumulation of DNA in a *recD* mutant following attempted DSBR is higher on the origin-distal side of the break than on the origin-proximal side of the break. This suggests a higher frequency of invasion of the origin proximal end than the origin-distal end followed by re-cleavage and re-invasion setting up multiple forks following each other towards the terminus. 

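For Δ*recD* cells, the mean log2 ratio of Pal+ over Pal− cells in the 100 kb origin-distal of the palindrome exceeded that in the 100 kb origin-proximal of it by 0.22 ± 0.11 (SD from 2 cultures per strain). The difference was above 0 in all 4 combinations of a Pal+ and a Pal− culture, from 0.11 to 0.33, and was 0.25 in repeats 1 and 0.19 in repeats 2 when paired by number. The highest ratio, averaged over 5 bins, was 0.71 at 525 kb, on the origin-distal side. The same difference in RecBCD+ cells was −0.0081 ± 0.041, within the spread of the repeats. With the stationary difference removed, an alternative chosen after the data were examined, it was −0.079 ± 0.016 in RecBCD+ and 0.21 ± 0.034 in Δ*recD* cells. The value near 0 in RecBCD+ cells thus depends on the processing.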

The reason for this bias towards recombination of the origin-proximal end is currently unknown. However, this is the DNA end that needs to recombine in order to restore a replication fork progressing in the correct direction towards the terminus of the chromosome and the cell may favour this reaction (Figure 6).

### RecA binding reveals extensive unwinding by RecBC enzyme and DSBR at the *rrnH* locus consistent with replication fork breakage

RecA ChIP-seq has revealed the pattern of RecA distribution at a DSB catalysed by RecBC enzyme (Figure 3C). RecA binding rises directly from the site of the double-strand break as expected for an enzyme lacking Chi-regulated exonuclease activity (16). The distribution of RecA binding at the *lacZ* locus where the palindrome-induced DSB is located is surprisingly similar in overall aspect to that observed in a RecBCD^+^ strain, including a correlation of peak DNA enrichment with the nearest active Chi sequences (in this case, an artificial array of three closely spaced Chi sequences (23) integrated 1.5 Kb either side of the DSB locus). This suggests that the unwinding catalysed by RecBC enzyme covers approximately the same genomic region as unwinding by RecBCD enzyme. The Δ*recD* DSB-specific enrichment at the *rrnH* locus (Figure 5D) and corresponding loss of DNA sequence by MFA analysis (Figure 4D) is consistent with recombination following replication fork reversal as was previously shown to occur at inverted *rrn* operons (34).

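At *rrnH*, 140.4 kb origin-proximal of the palindrome, the mean log2 ratio of Pal+ over Pal− Δ*recD* cells within 5 kb of the middle of the operon was −0.24 ± 0.15 relative to the flanks 20 to 40 kb away (1 kb bins, SD from 2 cultures per strain). For the same-numbered repeats it was −0.39 and −0.094. The value in RecBCD+ cells was 0.045 ± 0.046. Reads from the 7 *rrn* copies can be shared between copies, and how the authors placed such reads is not stated in the paper's text.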

### RecBCD enzyme co-ordinates the two ends at the site of DSBR

The lack of co-ordination between the two ends of the DSB that we propose to occur at a higher frequency in *recD* mutants (Figure 6), leads to aberrant amplification of the chromosome in a reaction that would lead to three progeny chromosomes from two parental chromosomes if replication were allowed to progress around the genome. However, over-replication extends only as far as the *rrnE* operon on the origin-proximal side of the break and to *terB* on the origin-distal side of the break. This means that the two fully replicated chromosomes are connected via a bridge of DNA extending for up to one half of the length of the genome. This bridge would become extended to twice the length of the entire chromosome by the next rounds of replication from *oriC* if the chromosome did not suffer further cleavage events. However, re-cleavage of the palindrome has been demonstrated during repair (see above) and new rounds of cleavage are expected to be associated with new rounds of replication. These further cleavage events and associated uncoordinated repair events will further interlink the chromosomes in complex ways that will impede accurate segregation. 

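From *rrnE* through *lacZ* to *terB*, the over-replicated region named by the paper spans 2052 kb or 44.3% of the chromosome, and from *rrnH* to *terB* it spans 1398 kb or 30.2%. The mean log2 ratio of Pal+ over Pal− Δ*recD* cells was 0.47 ± 0.091 between *lacZ* and *terB* and −0.18 ± 0.070 beyond *terB*. It was 0.15 ± 0.032 between *lacZ* and *rrnH*, −0.11 ± 0.020 between *rrnH* and *rrnE* and −0.35 ± 0.14 between *rrnE* and *oriC*. In the bin at the position taken for *terB*, which is uncertain, the log2 ratio was −0.076 (standard error 0.085, limma adjusted p = 0.44). In the bin that holds the copy taken as *rrnE* it was −0.26 (standard error 0.091, limma adjusted p = 0.038).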

If the chromosomes are to segregate, any bridge DNA will need to be broken at some point along its length leading to chromosomes with partially replicated tails. Alternatively, segregation is blocked and this may be the major contributor to the cell death phenotype observed in the *recD* mutant. Indeed, *recD* cells show clear indication of defective chromosome segregation (Figure 2A and Supplementary Figure S2). Over twenty years ago Tokyo Kogoma and colleagues observed that *recD* mutants exhibited an elevated frequency of induced stable DNA replication (35). Kogoma hypothesised that this was because of un-coordinated DSBR leading to chromosome over-replication (36). This is precisely what we have seen here, except that the initial replication associated with the uncoordinated repair does not extend all the way around the chromosome but is effectively blocked by the *rrnH* operon and by *terB* and that further cleavage and uncoordinated repair events increase the complexity of the chromosomal products.

In Figure 6, we have suggested two stages at which the discoordination of DNA ends may occur. Either the two DNA ends in the *recD* mutant lack some property essential for coordination or one of the ends is regenerated in the *recD* mutant following an initially coordinated reaction. In the first scenario, one end invades before the other because of a missing property of the RecBC enzyme. What this might be is unknown but it is intriguing to note that both monomeric and dimeric forms of RecBCD are evident following purification of the protein (37). Furthermore the RecD2 helicase of *Deinococcus radiodurans* dimerises (38) suggesting that the dimeric form of RecBCD might be mediated via the RecD subunit. Could the dimerization of two RecBCD monomers each engaged with one end mediate their coordination? In the second scenario, the two ends invade in a coordinated manner but one assembles a replisome before the other. As the active replication fork approaches the inactive one, the latter undergoes a replication fork reversal (RFR) reaction. This might be catalysed by positive supercoiling ahead of the active fork (39) or by RuvAB action (40). Following RFR, RuvC cleaves the Holliday junction that has formed and the second end is thus regenerated. This end is now free to recombine with the intact replicated DNA to generate the outward directed replication forks. This is effectively uncoordinated recombination of the two ends albeit mediated via the regeneration of one end following an initially coordinated reaction. In a wild type cell, RecBCD enzyme would rapidly digest the double-strand end generated by RFR, regenerating a replication fork structure and thereby prevent uncoordinated recombination. Further work will be required to distinguish between these possibilities and to understand how RecBCD enzyme ensures the proper coordination of ends.

It surprised us that a *recD* null mutant was defective for DSBR at the site of a chromosomal palindrome when previous assays for recombination by P1 transduction, Hfr mating, bacteriophage lambda *red gam* crosses and sensitivity to UV irradiation indicated no defect or even a hyper-rec phenotype (21). However, it is interesting to note that all of these reactions are effectively one-ended recombination events where the coordination of two ends is clearly not required. By contrast, log-phase cells of a *recD* mutant have been shown to be sensitive to gamma irradiation, which is known to generate two-ended DNA breaks (41). These observations are fully consistent with an important role for RecBCD enzyme in the coordination of two recombining ends. I-SceI cleavage of chromosomes also leads to two-ended DSBs. However, since I-SceI cleaves the DNA in a sequence dependent manner, it can potentially cleave all the sister and cousin chromosomes in a cell as well actively cleave the products of any repair reaction. This complicates the interpretation of any DSBR events observed. In contrast to DNA hairpin cleavage by SbcCD, we detected a loss in viability and a high rate of aberrant DSB-induced chromosomal replication in both RecBCD^+^ and *recD* mutant cells (Figures 1D and 5E). Additionally, RecBCD is maintained at a low copy number per cell (16), and RecD molecules are inactivated following interaction with Chi (42). It is therefore possible that we detected RecBC-mediated reactions in *recD*^+^ cells due to the multitude of DSBs created by I-SceI cleavage. An additional reason for the loss of viability of the *recD* mutant cells undergoing DSBR following palindrome cleavage is likely to be palindrome re-cleavage during repair. This will compound the problems associated with the chromosomal consequences of uncoordinated DSBR by creating further rounds of uncoordinated DSBR.

### General conclusions and perspectives

The coordination of the two DNA ends during DSBR is clearly de-regulated in a *recD* mutant implying that RecBCD enzyme plays an important role in the coordination of ends during recombination in *E. coli*. The consequence of this de-regulation is the amplification of ∼30% of the *E. coli* chromosome. 

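The ratio of the mean relative abundance of Δ*recD* Pal+ cells to that of Pal− cells was above 1 in 31.7% of the 10 kb bins. The 4 combinations of a Pal+ and a Pal− culture gave between 32.0% and 38.2% (SD 2.6). For RecBCD+ cells it was 50.1%. With profiles scaled to the *terB* to *oriC* region in place of the total the share in Δ*recD* cells was 69.3%, but that scaling places the mean ratio of that region near 1 by design. With scaling to the median bin the share was 29.4%.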

Were the replication forks causing this over-replication not blocked by *ter* sites on one side and oppositely oriented *rrn* operons on the other, replication would run around the chromosome generating three chromosomes from two parents. As it is, the two resulting chromosomes are initially linked by a partially replicated chromosomal section. Further replication forks originating from *oriC* will convert this structure to one where two circular chromosomes are joined by a double chromosome length linker. Re-cleavage of the palindrome and further rounds of uncoordinated repair have the potential to increase the complexity of these chromosomal interconnections. This situation will lead to problems for segregation that are likely to cause chromosome breakage and repair in the next cell cycle or simply to cell death.

Our results demonstrate that chromosome over-replication can occur in the absence of end-coordination during DSBR. In the linear chromosomes of eukaryotic organisms, uncoordinated DSBR has the potential to lead to full aneuploidy if outwardly facing replication forks are allowed to copy an entire chromosome. That this may be possible is attested to by the copying of entire yeast chromosome arms by break-induced replication (10,43). Alternatively, if a partially over-replicated chromosome is inherited this could lead to copy number variation by further processing to incorporate the over-replicated section of DNA into the genome.

## DATA AVAILABILITY

The data files used for chromosome marker frequency analysis have been deposited in the NCBI GEO database under accession number is GSE107973. The data files used for RecA ChIP-seq analysis have been deposited in the NCBI GEO database under accession number GSE107972.

## Supplementary Material

Supplementary Data Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

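Relative DNA abundance along the chromosome was measured by sequencing genomic DNA of 10 *E. coli* K-12 cultures, comprising 2 biological repeats each of exponentially growing RecBCD+ Pal+, RecBCD+ Pal−, Δ*recD* Pal+ and Δ*recD* Pal− cells after 1 h of SbcCD expression and 2 stationary-phase cultures of RecBCD+ Pal− cells. Conditions and repeat numbers were taken from the sample labels and the paper. The authors prepared TruSeq libraries, obtained paired-end HiSeq reads and deposited the coverage of each culture, an unnormalized read depth signal at each position of the reference with 0.1 where no read lay. The authors also deposited each depth as a fraction of the culture's total, which equals the depth over its sum to within a relative deviation of 1.1e-08. The aligner, read filters, treatment of reads with several matches and reference sequence are not named in the paper's text. Mean depth per culture ranged from 107 to 622. Depth counts each read at every position it covers, so it sets no counting interval; tests of read counts were therefore not used, and the bins were tested with limma, the test fixed in advance for values of this kind.

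Depth was divided by its mean over the chromosome and averaged in 463 bins of 10 kb, or in bins of 1 kb for steps and dips. Peaks and minima were taken after a circular running mean over 5 bins. The *oriC*, *dif* and *lacZ* values are means over 100 kb windows. The log2 ratio of Pal+ over Pal− cells is the difference of the mean log2 abundance of the 2 repeats of each strain. Its SD is the square root of the sum of the variances of the 2 groups. The bins were tested with limma 3.58.1 (lmFit and eBayes, R 4.3.3) on log2 relative abundance, with 1 mean per group over the 8 exponential cultures, no block, and Benjamini-Hochberg adjustment. The growth phase comparison used the 4 RecBCD+ Pal− cultures. A threshold of 0.05 was applied to the adjusted p-value. Neighbouring bins are not independent, so counts of bins describe the extent of a change and not a number of separate events. Other values were computed with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.

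No genome or annotation was used here. The *recD* deletion and the palindrome site were placed from the coverage, and *dif* and *terB* from distances drawn in Figure 4. The position of *oriC* was assumed to be exactly opposite *dif* on the circle. The 7 *rrn* copies were placed by matching coverage shape to *rrnH* with templates of 1500 bp. Each accepted copy matched at least 11 of 30 templates and the best rejected match had 6. The *terB* line in Figure 4C could be read to 0.017 Mb per pixel. The *rrnE* copy was identified by its order along the chromosome and lies 111 kb from the *rrnE* line of Figure 4C. The *terB* position, read from the same panel, may be off by a similar distance. These placements, the number of matching templates required and the rules for where the ratio falls below 0 were set after the data were examined. Neither the sample labels nor the paper's text give library or sequencing batches. The rule for the loci named in the text was set before the data were examined. It takes those the paper names and the 10 kb bins with the 3 largest and 3 smallest log2 ratios in Δ*recD* cells among those past the threshold and changed the same way in both same-numbered pairs. The dip at *rrnH* was measured with the windows set for the dip at *lacZ*, a measure added after the data were examined.

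The bin test was tested on simulated data, with 100 of the bins changed by 0.5 on the log2 scale in each of 20 simulations at the noise of these cultures. It recovered 94.3% of changed bins on average, with 5.5 false calls among 363 unchanged bins and 0.1 calls in a contrast without change. The simulated noise was independent between bins, whereas neighbouring bins of these data are not. The fits of edges were tested on 50 simulated profiles, with median errors of 12.4 kb for the end of the decline and 0.30 kb for a change of level near *rrnH*. The largest errors were 56.1 and 6.0 kb, and the noise was again independent between bins.

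Alternatives comprised the deposited fractions, division by the mean stationary profile, medians over positions, exclusion of 14 bins that overlap *rrn* copies or have over 10% of positions without reads, scaling to the *terB* to *oriC* region or to the median bin, the repeat number as a block, bins or windows of 50 kb, no running mean, and leaving out each repeat in turn. Added after the data were examined were the removal of the part of each profile that follows the log2 ratio of the 2 stationary cultures, alone or with the repeat block, a distal limit at the fitted end of the decline, and *rrnE* at its line in Figure 4C. A correction for GC content was not made, because no genome sequence was used here.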

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

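All tests of explanations in this part were chosen after the results were seen. The effect of the palindrome differed between the 2 backgrounds. The interaction of *recD* and the palindrome passed an adjusted p of 0.05 in 287 of 463 bins (limma with Benjamini-Hochberg adjustment). The mean log2 ratio of Pal+ over Pal− cells was above 0 in all 4 combinations of Δ*recD* cultures and below 0 in all 4 of RecBCD+ cultures, both from *rrnH* to *lacZ* (a difference of 0.30) and from *lacZ* to *terB* (a difference of 0.56). The differences of these region means were not tested themselves. With the difference between the stationary cultures removed, 367 bins passed. The log2 ratio from *lacZ* to *terB* was then 0.47 ± 0.12 in Δ*recD* and −0.051 ± 0.0060 in RecBCD+ cells. From *rrnH* to *lacZ* it was 0.15 ± 0.067 and −0.11 ± 0.0084. These values argue against coverage differences of the kind seen between the stationary cultures. Coverage differences of other kinds were not tested. Without RecBCD+ Pal+ repeat 2, the culture of lowest depth, the difference from *lacZ* to *terB* was 0.55, so the low depth of that culture does not account for it. A mislabelled genotype would leave no stretch empty in every Δ*recD* culture, yet the highest depth over the *recD* deletion relative to its flanks was 0.00505. That stretch was itself located as the longest one empty in these cultures. A batch shared by all cultures of one strain and a GC bias were not tested. The pattern cannot be told apart from these explanations or from coverage differences of other kinds. From the coverage alone, the paper's explanation, replication that starts at the break in Δ*recD* cells, remains as a hypothesis. The paper also bases it on gel analysis of forks blocked at an ectopic *terB*, RecA ChIP beside *rrnH* and cellular DNA content. None of these was examined here.

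Without the palindrome, a comparison the paper makes only for the positions of the peak and minimum, 9 bins differed between Δ*recD* and RecBCD+ cells. With the repeat number as a block, 0 bins did, and 73 passed an unadjusted p of 0.05. Of the 9, 7 were higher in Δ*recD* cells and lay between 1400 and 1510 kb, near the terminus, with log2 differences from 0.22 to 0.32. Over the 11 bins of that stretch, the mean difference was 0.24 in repeats 1 and 0.29 in repeats 2. With the stationary difference removed the mean was still 0.23, but 0 bins of the chromosome passed the threshold and 108 passed an unadjusted p of 0.05. Because the stretch was chosen for its high values, this cannot be told apart from coverage differences between libraries. Of the 2 lower bins, 1 holds the *recD* deletion. Also, the *oriC* to *dif* log2 ratio differed, by −0.38 in Δ*recD* relative to RecBCD+ cells. The difference was −0.32 with the stationary difference removed, so coverage differences of that kind do not account for most of it. The stationary difference itself holds an *oriC* to *dif* gradient, and other coverage differences were not tested. A difference in growth rate between the strains was not tested.

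Relative abundance was lower beside the *rrn* copies in Δ*recD* Pal− than in RecBCD+ Pal− cells. Within 50 kb of a copy, leaving out bins that overlap the operons, the log2 difference was −0.20 relative to bins 100 to 200 kb away. It was −0.13 in repeats 1 and −0.26 in repeats 2, and was below 0 at 7 of 7 copies in both. For that count by copy, control bins reached further than 200 kb from the copy. Of the 463 circular placements of the same 7 positions, 5 were as low, the real one included (a share of 0.011, with neighbouring placements overlapping). Several copies lie near *oriC*, and the strains also differ in the *oriC* to *dif* ratio. The placements therefore cannot separate the *rrn* copies from nearness to *oriC*. In repeats 1, the values by copy were −0.18 to −0.25 near *oriC*. They were −0.087 at *rrnH* and −0.11 and −0.12 at the copies at 2718 and 3416 kb, farther from *oriC*. With the stationary difference removed, the value was −0.19. The stationary cultures had −0.013 and 0.0025, so their difference held little depression for this correction to remove. Coverage differences of that kind do not account for the depression. Other coverage differences between libraries were not tested, and the depression cannot be told apart from them. Reads shared between copies would not reach beyond the operons, but from 20 to 50 kb away it was still −0.17. A property of these regions in any DNA would cancel in the ratio of the strains. The stationary cultures, all RecBCD+, had a mean of −0.0054, which cannot test a difference between the strains. As Δ*recD* and RecBCD+ libraries may have been prepared or sequenced in different batches, the depression, −0.13 in the repeats with the smaller value, cannot be told apart from a batch split by strain. A candidate explanation other than these is that replication of the *rrn* regions is impaired in growing cells without RecD.

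A segment of 650 bp from 356051 to 356700, located from the depth, on the origin-proximal side of the palindrome, had a depth of 2.10 ± 0.12 (SD, n = 6 cultures) relative to its flanks in Pal− cells and 1.07 ± 0.096 (SD, n = 4 cultures) in Pal+ cells. Copy number that depends on replication would be lower in stationary phase, where the mean was 2.05. The segment was located by its lower depth in Pal+ than in Pal− exponential cultures, in which the stationary cultures had no part. An extra copy of the segment in the Pal− strain, a strain difference from the reference, would put both stationary cultures near 2, and they had 1.89 and 2.21. These values are consistent with such a strain difference in RecBCD+ Pal− cells. Δ*recD* Pal− cells were not tested apart from the cultures that located the segment. No biological explanation was tested.

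The stationary cultures, which the paper's text does not discuss, differed from exponential RecBCD+ Pal− cells in 393 bins. The *oriC* to *dif* log2 ratio was 1.59 ± 0.0039 in exponential cultures, and no technical explanation was tested for the difference between growth phases. It was 0.0080 in stationary repeat 1 and 0.20 in stationary repeat 2. If coverage differences between libraries caused the gradient of repeat 2, removing the stationary difference would bring exponential repeats closer together in this ratio. The SD fell from 0.086 to 0.027 in Δ*recD* Pal− cells and rose from 0.027 to 0.19 in Δ*recD* Pal+ cells, from 0.0039 to 0.0086 in RecBCD+ Pal− cells and from 0.027 to 0.038 in RecBCD+ Pal+ cells. The mean SD rose from 0.036 to 0.066. With the groups moving in different directions, the gradient cannot be told apart from such coverage differences. Replication that had not ended in repeat 2 was not tested.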

How the results depend on the processing

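The alternatives named in the processing summary were chosen before the data were examined, except where stated. Of 463 bins of 10 kb, 309 changed with the palindrome in Δ*recD* cells, and the count was 360 with each culture centred on its median bin, 293 with the repeat number as a block and 305 of 449 without bins that overlap *rrn* copies or lack reads. The interaction of *recD* and the palindrome (287 bins) gave 352 (104 higher, 248 lower), 267 and 287 under the same alternatives. The effect of growth phase (393 bins) gave 379, 392 and 381. The count for RecBCD+ cells stayed at 0 under these alternatives, with 158, 63 and 84 bins at an unadjusted p under 0.05 against 82. With 50 kb bins, the counts out of 92 were 76 for the palindrome in Δ*recD* cells, 67 for the interaction, 84 for growth phase and 0 for the palindrome in RecBCD+ cells, for which 16 bins passed without adjustment. The effect of *recD* without palindrome gave 9 bins as reported, 8 under median centring, 8 without the excluded bins, 5 of 92 bins of 50 kb and 0 with the repeat number as a block, where 73 bins passed an unadjusted p of 0.05. Using the deposited fractions in place of depth left all 40 profile and ratio results within 1 SD of their values, which is fixed in advance, as those fractions are the depth over its total. The cause of each change below was not tested.

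With medians over positions in place of means, 14 of 40 results moved by more than 1 SD. Δ*recD* cells had log2 ratios of Pal+ over Pal− of −0.13 from *rrnE* to *rrnH*. RecBCD+ cells had log2 ratios of Pal+ over Pal− of −0.041 from *rrnE* to *rrnH*, −0.21 from *rrnH* to *lacZ*, −0.17 from *lacZ* to *terB*, −0.058 from *terB* to *oriC* and −0.052 from *oriC* to *rrnE*. The *oriC* to *dif* log2 ratio was 1.61 in RecBCD+ Pal− and 1.67 in RecBCD+ Pal+, the *lacZ* to *oriC* log2 ratio was −0.71 in RecBCD+ Pal− and −1.02 in RecBCD+ Pal+ and the mean peak position was 3675 kb in RecBCD+ Pal+. The step at *rrnE* was −0.074 in RecBCD+, the step at *terB* was 0.10 in RecBCD+ and the share of bins with a ratio above 1 was 26.6% in RecBCD+.

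Without bins that overlap *rrn* copies or lack reads, 4 of 45 results moved by more than 1 SD. The *oriC* to *dif* log2 ratio was 1.61 in RecBCD+ Pal−, the *lacZ* to *oriC* log2 ratio was −0.69 in RecBCD+ Pal− and the step at *rrnE* was −0.12 in RecBCD+. The dip at *rrnH* was 0.14 in RecBCD+.

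After division by the mean stationary profile, 8 of 16 results moved by more than 1 SD. The *oriC* to *dif* log2 ratio was 1.49 in RecBCD+ Pal−, 1.53 in RecBCD+ Pal+, 1.11 in Δ*recD* Pal− and 0.73 in Δ*recD* Pal+, the *lacZ* to *oriC* log2 ratio was −0.64 in RecBCD+ Pal− and the mean peak position was 3770.0 kb in Δ*recD* Pal− and 2140.0 kb in Δ*recD* Pal+. The mean minimum position was 1705 kb in Δ*recD* Pal−.

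Without the running mean, 5 of 8 results moved by more than 1 SD. The mean peak position was 3800.0 kb in RecBCD+ Pal−, 3690.0 kb in RecBCD+ Pal+, 3750.0 kb in Δ*recD* Pal− and 2105 kb in Δ*recD* Pal+ and the mean minimum position was 1635 kb in Δ*recD* Pal−.

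With 50 kb in place of 100 kb windows, 2 of 8 results moved by more than 1 SD. The *lacZ* to *oriC* log2 ratio was −0.61 in RecBCD+ Pal− and −0.86 in RecBCD+ Pal+.

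With profiles scaled to the *terB* to *oriC* region, 12 of 24 results moved by more than 1 SD. Δ*recD* cells had log2 ratios of Pal+ over Pal− of 0.083 from *rrnE* to *rrnH*, 0.34 from *rrnH* to *lacZ*, 0.66 from *lacZ* to *terB*, 0.014 from *terB* to *oriC* and −0.16 from *oriC* to *rrnE*. RecBCD+ cells had log2 ratios of Pal+ over Pal− of 1.5e-04 from *rrnE* to *rrnH*, −0.18 from *rrnH* to *lacZ*, −0.12 from *lacZ* to *terB*, −0.013 from *terB* to *oriC* and −0.022 from *oriC* to *rrnE*. The share of bins with a ratio above 1 was 69.3% in Δ*recD* and 40.8% in RecBCD+.

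With profiles scaled to the median bin, 8 of 24 results moved by more than 1 SD. Δ*recD* cells had log2 ratios of Pal+ over Pal− of −0.16 from *rrnE* to *rrnH* and 0.096 from *rrnH* to *lacZ*. RecBCD+ cells had log2 ratios of Pal+ over Pal− of 0.092 from *rrnE* to *rrnH*, −0.091 from *rrnH* to *lacZ*, −0.027 from *lacZ* to *terB*, 0.078 from *terB* to *oriC* and 0.070 from *oriC* to *rrnE*. The share of bins with a ratio above 1 was 71.7% in RecBCD+.

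The mean peak positions of Δ*recD* Pal+ cells without the running mean and after division by the stationary profile, 2105 and 2140.0 kb, stand for no locus. Repeat 1 peaked at 485 and 495 kb and repeat 2 at 3725 and 3785 kb.

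The removal of the stationary difference was chosen after seeing the data. The 2 stationary cultures differ locally along the chromosome and the exponential cultures follow that difference with slopes from 0.18 in Δ*recD* Pal+ repeat 2 to 2.09 in RecBCD+ Pal+ repeat 2. The difference itself holds an *oriC* to *dif* gradient, so its removal also takes part of the replication gradient. The bin counts became 395 for the palindrome in Δ*recD* cells, 367 for the interaction, 3 for the palindrome in RecBCD+ cells and 0 for *recD* without palindrome, where 108 bins passed without adjustment. Together with the repeat block, they became 388, 353, 2 and 0, the last with 97 bins without adjustment. Among the other results, 21 moved by more than 1 SD. RecBCD+ cells had log2 ratios of Pal+ over Pal− of 0.017 from *rrnE* to *rrnH*, −0.11 from *rrnH* to *lacZ*, −0.051 from *lacZ* to *terB*, 0.039 from *terB* to *oriC* and −0.049 from *oriC* to *rrnE*. The *oriC* to *dif* log2 ratio was 1.41 in RecBCD+ Pal−, 1.30 in RecBCD+ Pal+, 1.09 in Δ*recD* Pal− and 0.71 in Δ*recD* Pal+, the *lacZ* to *oriC* log2 ratio was −0.62 in RecBCD+ Pal− and −0.84 in RecBCD+ Pal+ and the mean peak position was 3810.0 kb in RecBCD+ Pal− and 3705 kb in RecBCD+ Pal+. The mean minimum position was 1650.0 kb in RecBCD+ Pal− and 1705 kb in Δ*recD* Pal−, the step at *rrnH* was −0.0062 in RecBCD+ and the step at *rrnE* was 0.016 in RecBCD+. The step at *terB* was −0.040 in RecBCD+, the dip at *lacZ* was −0.16 in RecBCD+ and the distal minus proximal gain was −0.079 in RecBCD+. The share of bins with a ratio above 1 was 58.7% in RecBCD+.

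With the repeat number as a block, the mean of the paired log2 ratios is by construction the mean without pairing, such as 0.47 from *lacZ* to *terB* in Δ*recD* cells, and only the SD differs. Under pairing, 33.8% of bins had a ratio above 1 in Δ*recD* cells. With the distal limit at the fitted end of the decline, chosen after seeing the data, 6 results that use *terB* stayed within 1 SD. With *rrnE* at its line in Figure 4C, also chosen after seeing the data, 2 of 6 results moved by more than 1 SD, the log2 ratio from *rrnE* to *rrnH* in Δ*recD* cells to −0.14 and the step at *rrnE* in RecBCD+ cells to 0.014. Leaving out each repeat in turn moves a mean of 2 cultures by less than 1 SD by construction, so these fits show no stability of the means. The minimum of RecBCD+ Pal+ cells ranged from 1215 to 1635 kb. The share of bins with a ratio above 1 ranged from 31.1% to 36.9% in Δ*recD* cells and from 48.8% to 53.1% in RecBCD+ cells across the 4 fits that each left out 1 repeat. Leaving out a repeat leaves 1 culture in a group, so no bin counts were made for those fits.

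Single bins whose log2 ratio is near 0 changed sign. In RecBCD+ cells, the bin at 540001 to 550000 went from −0.050 to 0.014 and the bin at 4060001 to 4070000 from −0.022 to 0.042 with each culture centred on its median bin. Removing the stationary difference, with or without the repeat block, turned the bin at 610001 to 620000 from 0.023 to −0.082, the bin at 4110001 to 4120000 from 0.010 to −0.052 and the *oriC* bin from 0.11 to −0.015. Across the 4 fits that each left out 1 repeat, these ratios ranged from −0.030 to 0.076 at 610001 to 620000, from −0.055 to 0.011 at 4060001 to 4070000 and from −0.0095 to 0.030 at 4110001 to 4120000, and in Δ*recD* cells that of the *terB* bin ranged from −0.22 to 0.062. Other single bins kept their direction. Further single bins passed the threshold, 2 with median centring, 3 with the stationary difference removed and 2 with the block as well, and 1 no longer passed with the repeat block alone.

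The tests of read counts that had been listed, and the GC correction with or without the repeat block, were not run, because the values are coverage and no genome sequence was used here. RecBCD+ Pal+ repeat 2 had the lowest depth (107), and its minimum lay at 1215 kb with the running mean and at 1635 kb without it; whether the depth is the reason was not tested.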

Differences from the paper's values

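The 3 values compared were the share of the chromosome amplified, the highest ratio and the ratio at *oriC* in Δ*recD* cells. Under the settings as reported, none differed from the paper's by the criteria applied. A value counted as different only beyond both the SD and a wide fold limit. The paper's highest ratio (1.7) and ratio at *oriC* (0.80) were read from its figure. That figure shows the same data scaled to totals, so close values were nearly fixed in advance. The *rrnE* line drawn in Figure 4C lies 111 kb from the *rrn* copy taken as *rrnE* here. With profiles scaled to the *terB* to *oriC* region, the share of bins with a ratio above 1 in Δ*recD* cells was 69.3%, against the paper's 30% of the chromosome amplified. That scaling places the mean log2 ratio of the *terB* to *oriC* region near 0 (0.014) by design, and RecBCD+ cells had 50.1% of bins above 1 as reported, so the share of bins above 1 is not by itself an extent of amplification. The extent of the increase and the place of the peak depend on the settings. The paper states that the increase in Δ*recD* cells extends to *rrnE*, whereas the mean log2 ratio from *rrnE* to *rrnH* was −0.11 ± 0.020 when profiles were scaled to their totals, and the step at *rrnE* was 0.0041 ± 0.14. Under the same scaling to the *terB* to *oriC* region, an alternative set before the data were examined, the log2 ratio from *rrnE* to *rrnH* was 0.083. The paper states that the maximal peak of Δ*recD* Pal+ cells maps close to the break, and the peaks lay at 465 and 565 kb as reported here, whereas repeat 2 peaked at 3725 kb without the running mean and at 3785 kb after division by the stationary profile.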

Other observations

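The tests in this part were chosen after the results were seen. Relative abundance around the palindrome was lower in RecBCD+ Pal+ than in RecBCD+ Pal− cells, with a log2 ratio of −0.16 ± 0.025 from *rrnH* to *lacZ*, although 0 bins passed the adjusted threshold and 82 passed without adjustment. The ratio was −0.11 with the stationary difference removed and −0.14 without RecBCD+ Pal+ repeat 2, so neither the low depth of that culture nor the coverage difference seen between the stationary cultures accounts for most of it. With the stationary difference removed, 3 bins passed the adjusted threshold, all lower in Pal+ cells. The bin that holds the palindrome was among them, with a log2 ratio of −0.37 (limma adjusted p = 0.0047). Other coverage differences, GC bias and a batch of libraries were not tested, and the pattern cannot be told apart from them. A hypothesis is that DNA around the break is lost, or its replication delayed, during repair in RecBCD+ cells.

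The step at *rrnH* in the Pal+ over Pal− ratio of Δ*recD* cells was 0.20 ± 0.17, with an SD of 0.059 when repeats were paired by number. A step in Δ*recD* cells that lack the palindrome would raise this ratio only with the opposite sign, since Pal− cells are its denominator. In Δ*recD* Pal− relative to RecBCD+ Pal− cells the step was 0.13, of the same sign, so it does not account for the step in the ratio. With the stationary difference removed, the step in the Pal+ over Pal− ratio of Δ*recD* cells was 0.22 ± 0.051. Coverage differences of that kind therefore do not account for it. Other explanations were not tested. In RecBCD+ cells, the step in the Pal+ over Pal− ratio was −0.19 ± 0.11, and −0.0062 with the stationary difference removed.

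Beside all 7 *rrn* copies, the Pal+ over Pal− ratio of Δ*recD* cells was −0.19 relative to bins 100 to 200 kb away in repeats 1 and 0.029 in repeats 2, so the repeats differ in direction there. In RecBCD+ cells, the values were 0.011 and −0.0046.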
